A study of Mus musculus with 14 samples.

How the data were processed

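RNA from the hippocampus of 14 mice was sequenced, with 1 library per mouse. Per the labels, the mice were C57BL6 and either wild type or heterozygous for a gene trap allele of Kmt2d (Kmt2d+/βGeo). They received TAK-418, an inhibitor of the histone demethylase LSD1 (gene Kdm1a), at 1 mg/kg/day by gavage, or the methylcellulose vehicle. Dosing began at 2 weeks of age and lasted 2 weeks, and the labels give the age as 30 days. Groups were taken from the labels: 3 wild-type vehicle, 3 mutant vehicle, 5 wild-type TAK-418 and 3 mutant TAK-418 libraries. The series description states 3-4 mice per group, which is fewer than the 5 in the wild-type TAK-418 group. Replicate numbers used here only tell libraries of a group apart.

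Transcripts of each library were assembled by the authors with CLASS 2.1.7, per the file headers. The aligner and its options are in no header or label. Each assembled transcript in the deposited files carries an abundance score on the scale of fragments per kilobase and per M fragments (FPKM, where M is a factor of 1000000). That scale was worked out from the values, since no label names it. Abundance multiplied by transcript length fell on whole multiples of 1 step per library for 94.8% to 98.8% of the single-exon transcripts checked. The step gives a library total, which is used here as a relative depth. Whether the total counts reads or fragments is not stated, and the summed transcript values came to 125% to 146% of it, so the totals serve for comparison between libraries only.

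The authors also deposited 4 comparison tables, each with 81411 loci, with the column layout that Cuffdiff writes. Per the file headers, the tables hold 1 FPKM-type value per group, where the unit follows from that layout. They also hold the authors' log2 fold change of the second group over the first, and a p-value and q-value per locus. Each table pools the libraries of a group, so it gives no spread between mice. The order of the groups was checked against the libraries. For all 8 value columns the closest group was the one in the table's name, and the closest subset of its libraries was all of them. Benjamini-Hochberg values recomputed over the tested loci gave the same calls as the deposited q-values.

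Assembled transcripts were assigned to genes of GENCODE M21 (GRCm38, 55450 genes) by a shared intron. Single-exon transcripts were assigned by overlap of at least 50% with exons on the same strand. The abundances of a gene's transcripts were summed. Libraries were scaled by the median of ratios over the 13215 genes with a value in all 14 libraries. A gene listed at 0 is one for which no transcript was assembled, which does not show that it was not expressed. Of the 18625 genes with any value, the 16491 with a value in at least 3 libraries were tested on log2(value + 0.9), where 0.9 is the 10th percentile of the values above 0. Genes in families with near-identical copies, overlapping genes and antisense genes remain uncertain, because how shared reads were divided is not stated.

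Group differences were tested with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3. All 14 libraries entered 1 fit with 4 group means, and p-values were adjusted by Benjamini-Hochberg to a threshold of 0.05. There were 6 contrasts: the genotype effect under vehicle, the drug effect in each genotype, the genotype effect under TAK-418, treated mutants against vehicle wild types, and the interaction. Single values per library were compared by exact two-sided permutation tests, whose smallest possible p is 0.1 for 3 against 3 libraries and 0.0179 for 3 against 5. Gene lists were tested with fry, with camera as an alternative. The 10 lists were newborn granule neurons, proliferation, choroid plexus, blood, oligodendrocyte and myelin, immediate early, interferon response, thalamus and habenula, LSD1 complex and H3K4 enzymes, and sex linked. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

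The limma step was tested on simulated data for the 16491 genes with 200 genes changed. For the genotype effect under vehicle, 68% of genes changed by 1 on the log2 scale and 90% of those changed by 2 were recovered, with 10 wrong calls. For the interaction these shares were 58% and 86%, with 11 wrong calls. No recovered gene had the wrong sign in any of the 6 contrasts. The simulated values were independent normal noise around the mean of each gene. They held no transcripts left unassembled, no outlying libraries and no genes that vary together. The shares and wrong calls may therefore not hold for the real data.

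The contrasts, the gene lists, the main settings, most alternatives and the rule for named genes were set before the data were examined. The rule names Kmt2d and Kdm1a always, and members of a list only where the list or the gene is past its threshold. It also names the 3 genes higher and the 3 lower with the smallest adjusted p among the calls of each contrast. The same rule applies to each deposited table, among loci with a gene symbol, with ties broken by the larger finite log2 fold change, and not every locus it selects is used here. Fos, Junb, Btg2, Gapdh, Nrgn, Lars2, Dlx6os1, Jarid2, Gm25360, Rn7s1, Rn7s2, 2010308F09Rik, Hsd3b7 and Tlnrd1 fall outside the rule and were chosen after their values were seen, as were Rnu1a1, Rnu2-10 and Rn7sk where they are followed through single libraries. The choroid plexus, sex-linked, immediate early and newborn granule neuron lists are shown per library for the same reason.

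Alternatives covered the pseudocount, the filter, the scaling, the way a gene value is formed, the groups in the fit, library weights, a covariate, the threshold and each library left out in turn. The sum of abundance times length (length-multiplied values), the share of intergenic single-exon transcripts as covariate and the choroid plexus score as covariate were added after the data were seen. The score is the mean over the list of each gene's log2 deviation divided by the SD of that gene over the 14 libraries. The same mean without that division was also added after the data were seen. The chromatin measurements named in the series description are not analysed here.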

Results

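Gene expression was measured by RNA sequencing in the hippocampus of 14 young mice. The comparison crossed the genotype, wild type or Kmt2d+/βGeo, with treatment by vehicle or by TAK-418, an inhibitor of the histone demethylase LSD1. There were 3 wild-type vehicle, 3 mutant vehicle, 5 wild-type TAK-418 and 3 mutant TAK-418 libraries. Relative depth, as the library total implied by the step between values, was 35.1 to 60.0 M in 13 libraries and 168 M in wild-type TAK-418 replicate 1. The libraries held 33819 to 48428 assembled transcripts. Their number averaged 37151 ± 2898 (SD, n = 3) in wild-type vehicle, 37770 ± 1352 (SD, n = 3) in mutant vehicle, 37638 ± 6087 (SD, n = 5) in wild-type TAK-418 and 39791 ± 1302 (SD, n = 3) in mutant TAK-418 libraries. Exact permutation tests of transcripts, loci and introns in 5 contrasts gave 0 of 15 adjusted p-values under 0.05, the smallest being 0.643, and 0 of the 15 were under 0.05 unadjusted. Tests of 3 against 3 libraries cannot give a p under 0.1, so only those of 3 against 5 could have passed. The drug effect on the number of transcripts in mutants, 2021, had an exact permutation p of 0.1, at that limit. Counting only multi-exon transcripts reversed the difference between vehicle mutants and vehicle wild types from 619 to -158 transcripts.

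**Figure D1:**
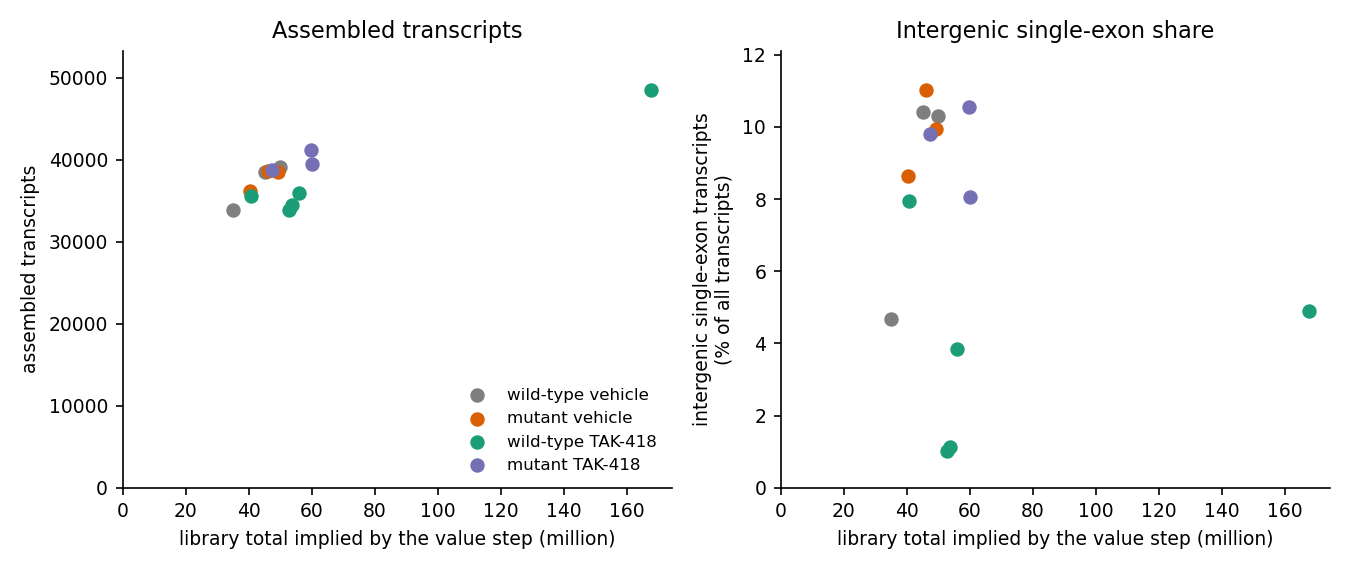
Number of assembled transcripts (left) and percent of them that are intergenic and single-exon (right) against the library total implied by the step between values, in M. Each point is 1 library, coloured by group; wild-type TAK-418 replicate 1 lies apart at 168 M and 48428 transcripts.

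Across all genes the libraries did not separate by group. Pearson correlations of log2 values had a median of 0.964 over the 19 pairs within a group and 0.965 over the 72 pairs between groups. Xist was listed in 6 libraries, with scaled values of 56.1 to 89.2, and at 0 in the other 8. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed in those 8 libraries only, with mean values of 16.6 to 19.1, so both sexes were present. Xist was listed in wild-type vehicle replicates 1 and 3, wild-type TAK-418 replicates 2 and 5, mutant vehicle replicate 1 and mutant TAK-418 replicate 2. Sex was therefore not balanced between the groups, and the main fit has no term for it.

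The trapped gene itself, Kmt2d, lies on the minus strand of chromosome 15 of GRCm38. Its most abundant transcript had 55 exons in each library. On that strand it began at 98871078 to 98871152 and ended at 98832625 to 98833646. Its scaled abundance was 14.1 ± 0.234 (SD, n = 3) in wild-type vehicle, 11.97 ± 2.15 (SD, n = 3) in mutant vehicle, 15.3 ± 2.38 (SD, n = 5) in wild-type TAK-418 and 12.5 ± 2.74 (SD, n = 3) in mutant TAK-418 libraries. The log2 difference of mutants from wild types was -0.25 under vehicle, with an exact permutation p of 0.4. Under TAK-418 it was -0.31, with an exact permutation p of 0.196. The drug changed Kmt2d by 0.05 in mutants and by 0.11 in wild types on the log2 scale, with exact permutation p-values of 0.9 and 0.393. Treated mutants differed from vehicle wild types by -0.20, with an exact permutation p of 0.5. Over these 5 contrasts the adjusted p-values were 0.625 to 0.9, and 0 of the 5 were under 0.05 unadjusted. Those of 3 against 3 libraries could not be, since their exact permutation p cannot go under 0.1. The small drug difference in mutants changed sign when any of 4 single libraries was left out, down to -0.08 without mutant TAK-418 replicate 1. The mutant and wild-type ranges overlapped in both treatments, so the Kmt2d level did not separate the genotypes. The authors' deposited tables list a Kmt2d locus at 2.54 in vehicle wild types and 2.42 in vehicle mutants, and a joint Kmt2d and Prkag1 locus at 42.0 and 32.9. Neither was called, with q-values of 1.00 in the authors' deposited table.

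Kdm1a, which encodes the drug's target, had scaled abundances of 33.6 ± 1.15 (SD, n = 3), 32.8 ± 2.56 (SD, n = 3), 34.7 ± 1.04 (SD, n = 5) and 34.2 ± 0.141 (SD, n = 3) in the wild-type vehicle, mutant vehicle, wild-type TAK-418 and mutant TAK-418 groups. The exact permutation p-values of its 5 contrasts were 0.214 to 0.7, each 0.7 after adjustment.

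**Figure D2:**
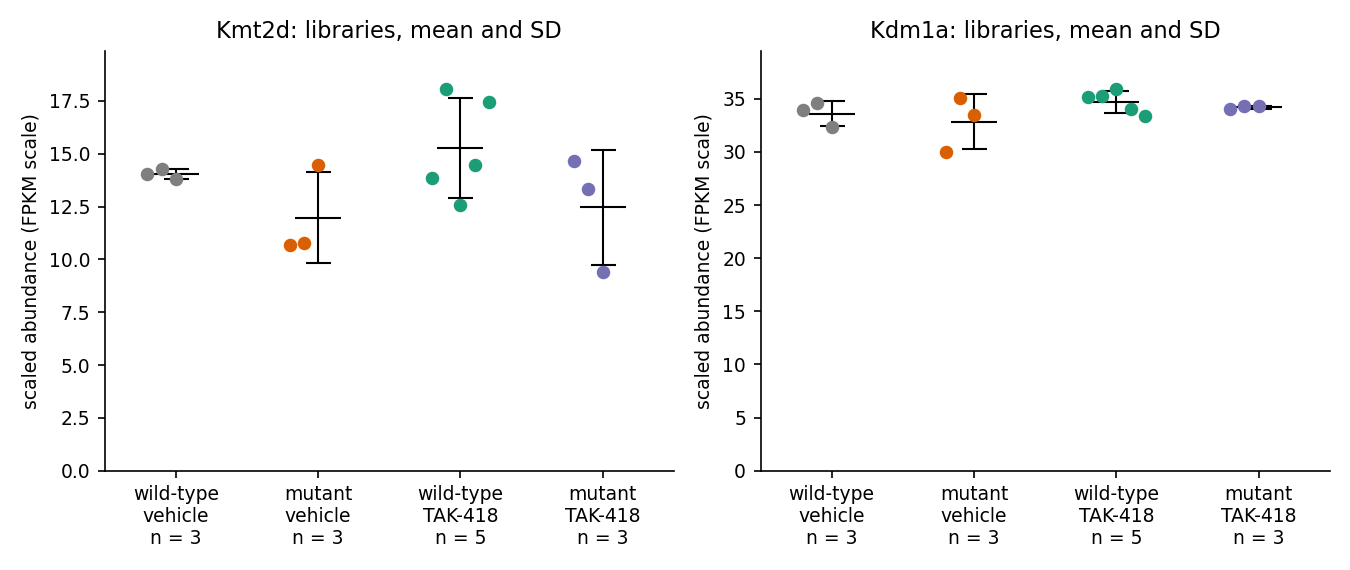
Scaled abundance (FPKM scale) of Kmt2d (left) and Kdm1a (right) in the 4 groups. Points are single libraries and bars are the mean and SD; the Kmt2d ranges of mutants and wild types overlap in both treatments.

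The genotype effect without drug compares mutant with wild-type vehicle libraries. With limma, 0 of 16491 genes were past an adjusted p of 0.05, the smallest being 0.107, and 901 had an unadjusted p under 0.05. The alternative that moved this count most was a fit on the 6 vehicle libraries alone, which called 7 genes. Leaving out 1 library at a time gave from 1 to 5 calls, the highest without mutant vehicle replicate 3.

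The drug effect was tested within each genotype. In mutants 1 gene was called by limma, higher with TAK-418, and 725 genes had an unadjusted p under 0.05. A fit on the 6 mutant libraries alone called 17 genes, 0 of them shared, and leaving out mutant vehicle replicate 1 or mutant vehicle replicate 3 gave 8. In wild types 0 genes were called, the smallest adjusted p being 0.0504, and 1394 genes had an unadjusted p under 0.05. A fit on the 8 wild-type libraries alone called 7 genes, and leaving out 1 library at a time gave from 0 to 2, the highest without wild-type vehicle replicate 2 or wild-type TAK-418 replicate 5.

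Between treated mutants and treated wild types, limma called 2 genes, 1 higher and 1 lower in mutants, and 818 had an unadjusted p under 0.05. Using each gene's highest transcript only gave 7 calls, and leaving out mutant TAK-418 replicate 2 gave 6. Treated mutants against vehicle wild types, which asks what remains of the genotype difference after treatment, gave 1 call, higher in treated mutants, with 893 genes at an unadjusted p under 0.05. A fit on those 6 libraries alone called 12 genes, 0 of them shared, and leaving out mutant TAK-418 replicate 2 gave 5. The interaction, which tests whether the drug effect differed between genotypes, gave 1 call, with 732 genes at an unadjusted p under 0.05. Leaving out mutant vehicle replicate 3 gave 8 interaction calls, and leaving out mutant TAK-418 replicate 3 gave 0, with the called gene then in too few libraries to be tested.

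The gene called in 4 of the 6 contrasts was Pcdhb13, a protocadherin gene on chromosome 18 with close paralogs beside it. Its abundance as deposited was 2.26, 1.54 and 1.57 in mutant TAK-418 replicates 1, 2 and 3, and it was listed at 0 in the other 11 libraries. The limma interaction was 1.60 ± 0.142 (SE) on the log2 scale with an adjusted p of 0.00193. The SE and p of each Pcdhb13 contrast use a spread pooled over all groups. In the groups listed at 0 the SD was 0, since every library there gets the same value. The SE and p therefore do not measure the spread between mice and may be too small. A fitted change against groups at 0 depends on the pseudocount and was 4.41 with a pseudocount of 0.09 and 0.27 with 9. All of the Pcdhb13 transcripts had 1 exon, so counting multi-exon transcripts only removed the call. The authors' deposited tables list a joint Pcdhb13 and Pcdhb14 locus at 3.60 to 4.04 in all 4 groups. Tspan7, on the X chromosome, was lower in treated mutants than in treated wild types, at 557 ± 11.1 (SD, n = 3) against 707 ± 18.8 (SD, n = 5). The limma log2 change was -0.34 ± 0.0426 (SE) with an adjusted p of 0.0310, and all 3 treated mutants lay below all 5 treated wild types. Tspan7 was no longer past the threshold in 7 of the 8 fits without 1 library, where its adjusted p reached 0.211. Multiplying abundance by transcript length gave a Tspan7 log2 change of 0.01. The authors' deposited tables list Tspan7 at 587 to 603 in all groups.

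**Figure D3:**
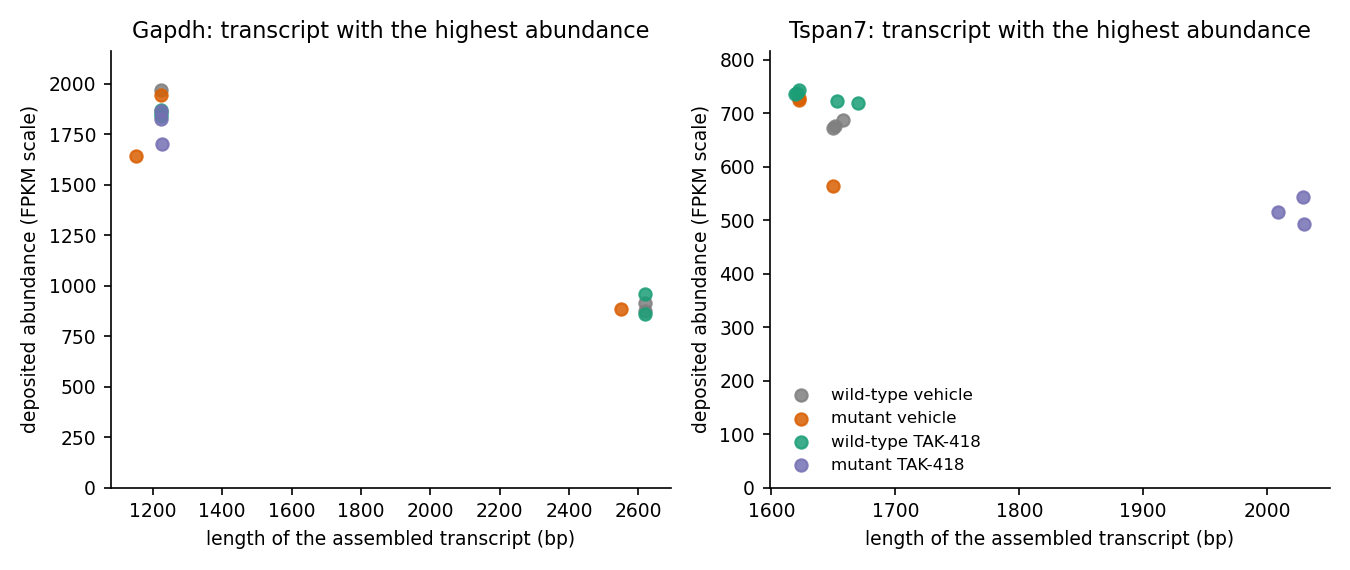
Deposited abundance (FPKM scale) of the highest transcript of Gapdh (left) and Tspan7 (right) against the length at which it was assembled, in bp. Each point is 1 library, coloured by group; the 3 mutant TAK-418 libraries have Tspan7 transcripts of 2009 to 2030 bp and the other 11 of 1619 to 1670 bp.

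The series title names a rescue, so the genotype effect under vehicle was set against the drug effect in mutants. Across 16491 genes, which are not independent replicates, Pearson's r was -0.488 and Spearman's rho -0.453. Both effects contain the mutant vehicle libraries with opposite sign, so a negative value arises with no drug effect. Simulated libraries with no effect of genotype or drug gave -0.504. With no drug effect but the observed genotype differences taken as true, simulated libraries gave -0.372 ± 0.0292 (SD over 20 simulations), less negative than observed. The observed differences include chance, so that simulation overstates the genotype effect. Reassigning the drug labels among the 6 mutant libraries gave values at least as negative in 16 of 20 assignments (permutation p of 0.8), so the observed value was no more negative than most of these. The genotype effects under vehicle and under TAK-418 share no library. Their correlation across genes was 0.08 (rho 0.05), with a permutation p of 0.07 from 100 label draws. It was 0.03 without mutant vehicle replicate 1 and -0.03 with the authors' deposited log2 fold changes.

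The 10 gene lists were tested in 6 contrasts with fry. Of these 60 tests, 0 had an adjusted p under 0.05, the smallest being 0.0641, and 5 had an unadjusted p under 0.05. Camera with its preset correlation of 0.01 gave 12 calls, and 0 of these held under fry or under camera with an estimated correlation. Over all genes tested, limma called 0 members of any list, while adjusted over the list alone there were 15 calls, of which 4 were immediate early genes lower in vehicle mutants and 4 were immediate early genes in the drug effect in wild types. The smallest adjusted p of fry belonged to newborn granule neurons in the drug effect in wild types, with a mean log2 change of 0.21 and 8 of 10 genes higher. The mean deviation of these genes was -0.29, -0.08 and 0.02 in wild-type vehicle replicates 1 to 3. It was 0.04 to 0.17 in the wild-type TAK-418 libraries, so the change leaned on wild-type vehicle replicate 1. Without wild-type vehicle replicate 3, 2 tests passed the threshold, both of newborn granule neurons (the drug effect in wild types and the interaction), and without wild-type TAK-418 replicate 4 there was 1, of the same list. The immediate early list had a mean log2 difference of -0.63 in vehicle mutants, with 0 of 11 genes higher and an adjusted fry p of 0.172. That mean is pulled by Junb at -3.09, while the other members lay between -0.82 (Fos) and -0.17 (Btg2). The list's mean deviation was -0.13, 0.68 and 0.48 in wild-type vehicle replicates 1 to 3 and -0.38, -0.47 and 0.00 in mutant vehicle replicates 1 to 3. Leaving out wild-type vehicle replicate 1 gave 6 calls under fry, 3 of the immediate early list and 3 of the oligodendrocyte and myelin list. Fos, a member of the immediate early list, was at 7.05 in vehicle wild types and 3.98 in vehicle mutants in the authors' deposited table, with a q-value of 0.0270. The authors' deposited table of treated mutants against vehicle wild types also called Fos, at 4.45 against 7.10 with a q-value of 0.0350. Treated wild types were at 4.20 in the authors' deposited table of the treated groups. By library, the scaled abundance of Fos was 5.25, 11.5 and 9.26 in wild-type vehicle replicates 1 to 3 and 3.31 to 6.73 in the other groups, so replicate 1 lay within their range. The limma adjusted p of Fos for the genotype effect under vehicle was 0.698.

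In the choroid plexus list, all 18 members had their highest values in mutant vehicle replicate 1 and wild-type vehicle replicate 3. Ttr, the most abundant, reached 4928 and 6396 in these, 888 in the next library and a median of 33.2 over all 14. Exact permutation tests of the list's score gave adjusted p-values of 0.179 to 1.00 in 5 contrasts, and 1 of the 5 was under 0.05 unadjusted (the genotype effect under TAK-418, 0.0357). In that score the log2 deviation of each gene is divided by its SD. Without the division 0 of the 5 were under 0.05 unadjusted, the smallest exact permutation p being 0.0536. Again the contrasts of 3 against 3 libraries could not go under 0.1.

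**Figure D4:**
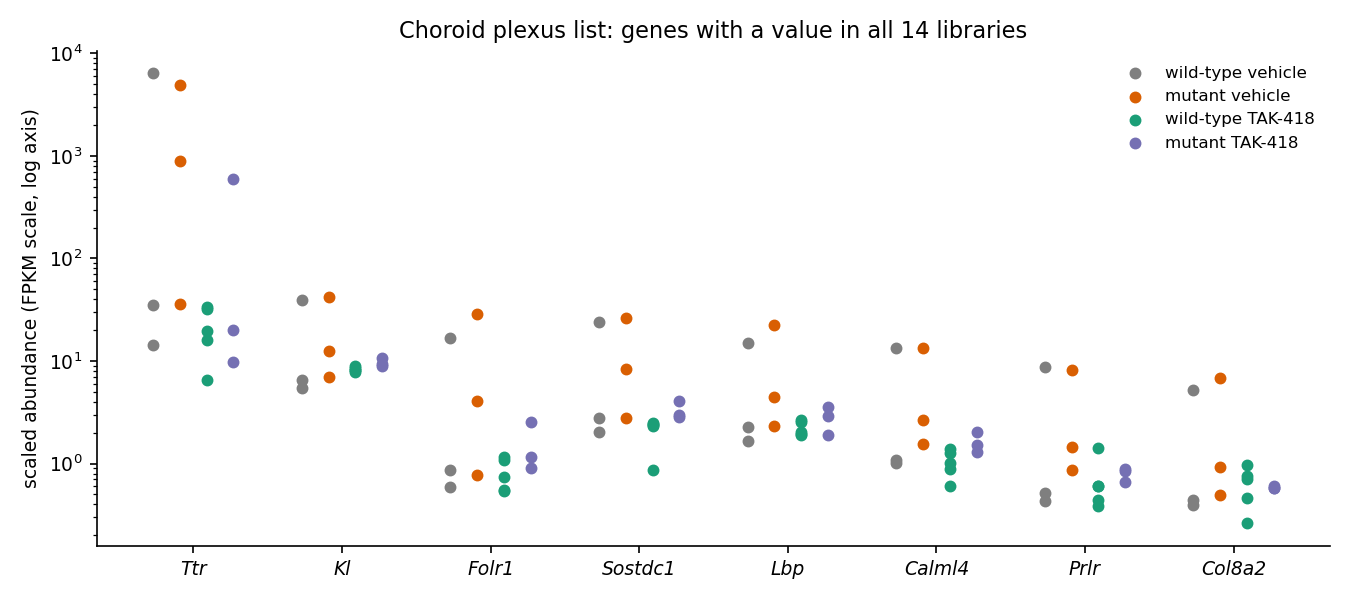
Scaled abundance (FPKM scale, log axis) of the 8 choroid plexus genes that had a value in all 14 libraries. Each point is 1 library, coloured by group; for every gene the highest 2 points are mutant vehicle replicate 1 and wild-type vehicle replicate 3.

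The authors compared groups in 4 deposited tables. The authors' deposited table of vehicle mutants against vehicle wild types called 74 loci at a q-value of 0.05, 44 higher and 30 lower in mutants. Treated mutants against vehicle wild types had 110 in the authors' deposited table, 44 higher and 66 lower. The authors' deposited table of treated mutants against treated wild types called 71, 53 higher and 18 lower. A total of 197, 140 higher and 57 lower in mutants, were called in the authors' deposited table of vehicle mutants against treated wild types. At a q-value of 0.01 the authors' deposited tables called 0, 0, 0 and 162 loci, and 1423, 1527 and 1337 loci of the first 3 had an unadjusted p under 0.05. The smallest p in all 4 is 5e-05, shared by 61, 92, 68 and 162 loci of the authors' deposited tables. This sets a lower limit on the q-values, the smallest being 0.0270, 0.0185, 0.0240 and 0.00995 in the authors' deposited tables. The counts at 0.01 follow from that limit.

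In the authors' deposited table of the vehicle groups, the loci with symbols and the largest rise were Mir3473e,Rbks from 1.30 to 158, Rnu1a1 from 40.5 to 2330 and Rnu2-10 from 31.4 to 1655. Among the falls in that authors' deposited table were Trh from 1.93 to 0.168 and Mir670,RP23-201G13.1 from 36.6 to 5.16. For treated mutants against vehicle wild types, the authors' deposited table named Rnu1a1, Rnu2-10 and Rn7sk as highest, and an unnamed clone locus on chromosome 12 and Ttr among the lowest. Ttr fell from 1006 to 84.1 in that authors' deposited table. For treated mutants against treated wild types, the authors' deposited table had the same 3 small RNA genes as highest, with Rn7sk from 20.8 to 506. The lowest in that authors' deposited table were the same chromosome 12 locus, Junos,n-R5s189 and RP24-121M11.4. For vehicle mutants against treated wild types, the authors' deposited table had Mir3473e,Rbks, Ttr and Tmem72 as highest, with Ttr from 8.70 to 1196. The lowest in that authors' deposited table were Junos,n-R5s189, Mir670,RP23-201G13.1 and RP24-121M11.4.

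Loci called in the authors' deposited tables were compared with the libraries where 1 gene matched. Of 19, 50, 19 and 118 matched genes in the order above, the groups did not overlap for 6, 3, 3 and 30. For genes not chosen by their values, chance gives 5% in a given direction for 3 against 3 libraries and 1.79% for 3 against 5. The matched genes were called on these same libraries, so these shares are not what chance gives for them. None of the matched genes was called by limma here in the first 3 comparisons, while 8, 2 and 3 had an unadjusted p under 0.05 in the same direction. The authors' deposited tables of the 2 genotype comparisons within a treatment share no library, and 23 loci were called in both, 22 of them in the same direction, against 0.162 expected by chance. Of these 22, 21 were higher in mutants and 10 were small RNA loci. A single gene matched 7 of them. For 5 of the 7, mutant vehicle replicate 1 and mutant TAK-418 replicate 2 were the highest mutant libraries. The overlap may thus lean on 1 library in each mutant group and is no independent repeat of a genotype effect. The remaining pair of the authors' deposited tables that share no group had 63 loci in common, against 0.629 expected by chance. Of the 63, 22 were in the same direction and the others in opposite directions. Those 22 included the same 7 matched genes, and both pairs draw on the same 14 libraries, so the second pair adds no separate evidence.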

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

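The test of low values in wild-type TAK-418 replicate 1 was chosen only after the result was seen.

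In the only group of more than 3 libraries, 12 measures were screened for a library far from the others, and chance marks about 1 group in 20. Wild-type TAK-418 replicate 1 stood apart in 4 of them, which are not independent. Its relative depth was 168 M, against 56.1 M for the next of the 5 libraries. It held 48428 assembled transcripts against 35896, 182081 introns against 162437, and 22947 transcripts with a value of 1 or more against 22205. Depth as the explanation of its transcript number had a criterion set beforehand: counted at a value of 1 or more, the library was to be no longer apart. It stayed apart, with a gap of 0.863 of the range against a critical 0.71, so depth as stated there did not account for the whole excess. A further test then took the 12532 transcripts in excess of replicate 4, the next library by transcript number. Of that excess 93.1% had a value under 1, and 860 transcripts had a value of 1 or more. A greater depth may therefore explain the low-value part of the excess, while the smaller part at higher values remains unexplained. No biological explanation was tested, since the 5 libraries belong to 1 group.

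Pcdhb13 had a limma interaction of genotype and drug of 1.60 with an adjusted p of 0.00193, which leans on groups with an SD of 0. It was listed in all 3 treated mutants and in 0 of the other 11 libraries, where no assembled transcript overlapped it. If the transcript was merely not assembled elsewhere, the authors' deposited tables, counted on 1 merged annotation, were predicted to show less than a 2-fold difference. The largest ratio between treated mutants and another group in the authors' deposited tables was 1.08, for a locus that joins Pcdhb13 with Pcdhb14. Assembly of a low transcript in only some libraries may therefore explain the pattern, although the joint locus could hide a change in Pcdhb13 alone. Depth did not set where it was assembled. Wild-type TAK-418 replicate 1, the deepest library at 168 M, had 0 transcripts over the gene, against 2 in mutant TAK-418 replicate 3 at 47.5 M. Being listed in exactly 3 libraries was common, with 385 genes spread over 364 possible sets of 3 and 1.06 expected per set. The mutant TAK-418 set held 3 such genes (2010308F09Rik, Hsd3b7 and Pcdhb13), mutant vehicle 0 and wild-type vehicle 1 (Tlnrd1). For the interaction, 72 of the 100 splits of the libraries gave as many called genes. An effect of genotype and drug on the gene was not tested apart from assembly.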

How the results depend on the processing

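The settings that used length-multiplied values, the intergenic share as covariate, the choroid plexus score as covariate and that score without division by the SD were chosen only after the data were seen. The counts below are genes called by limma, the value reported is given in the results, and the cause was not tested unless stated.

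With a pseudocount 10 times smaller, the calls were 1 for the genotype effect under vehicle, 3 for the drug effect in mutants, 4 for the drug effect in wild types, 6 for the genotype effect under TAK-418 and 7 for treated mutants against vehicle wild types. With one 10 times larger there were 2 for the drug effect in mutants, 3 for the genotype effect under TAK-418 and 2 for treated mutants against vehicle wild types. No filter gave 1, 2, 2, 5, 3 and 2 calls in the 6 contrasts, in the order of the results with the interaction last. Requiring a value in all 14 libraries left 0 for the drug effect in mutants (557 at an unadjusted p under 0.05), 1 for the genotype effect under TAK-418, 0 for treated mutants against vehicle wild types (738) and 0 for the interaction (593), since Pcdhb13 is not tested there. Multi-exon transcripts only left 0 in the same 4 contrasts (705, 789, 880 and 714 unadjusted), for the same reason and because Tspan7 had an adjusted p of 0.0620. The highest transcript only gave 1 for the genotype effect under vehicle, 3 for the drug effect in wild types, 7 for the genotype effect under TAK-418 and 2 for treated mutants against vehicle wild types.

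Values as deposited gave 1 call for the genotype effect under TAK-418, higher. Scaling to the same sum gave 1 there, higher, and 3 for treated mutants against vehicle wild types (2 higher, 1 lower). Quantile normalization gave 1 for the drug effect in wild types (lower), 1 for the genotype effect under TAK-418 (higher) and 4 for treated mutants against vehicle wild types (2 higher, 2 lower). A fit on the groups of the contrast only gave 7, 17 and 7 for the genotype effect under vehicle and the drug effects in mutants and wild types, 3 for the genotype effect under TAK-418 and 12 for treated mutants against vehicle wild types. Pcdhb13 then had an adjusted p of 0.0549 for the drug effect in mutants and 0.0691 against vehicle wild types. Array weights gave 3, 2, 5 and 6 for the drug effects in mutants and wild types, the genotype effect under TAK-418 and treated mutants against vehicle wild types. A threshold of 0.1 gave 4, 5, 6 and 2 for the drug effect in wild types, the genotype effect under TAK-418, treated mutants against vehicle wild types and the interaction. Length-multiplied values gave 2, 3, 3, 4 and 3 for the contrasts other than the genotype effect under TAK-418. The intergenic share as covariate gave 1 for the genotype effect under TAK-418 and 2 for the interaction, and the choroid plexus score gave 2 for the drug effect in mutants. Exact permutation tests of that score without division by the SD gave a smallest adjusted p of 0.268, against 0.179.

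Without 1 library at a time, the calls ranged from 1 to 5, 1 to 8, 0 to 2, 1 to 6, 1 to 5 and 0 to 8 in the 6 contrasts. Pcdhb13 was tested in none of the fits without a treated mutant, since it was then in too few libraries. Of the single genes, 8 results under other settings and 7 without 1 library kept their direction and lost their call, all of them Tspan7 or Pcdhb13. In addition Tspan7 lost its call and reversed to 0.0103 (adjusted p of 0.979) in length-multiplied values, and its adjusted p ranged from 0.00561 to 0.979 over the alternatives. Kdm1a, which was called nowhere, changed sign against vehicle wild types with values as deposited (-0.0411), the highest transcript only (-0.0475) and the choroid plexus score (-0.00058). Without 1 library Kdm1a ranged from -0.0819 to 0.0262 for the genotype effect under vehicle, from -0.0010 to 0.11 for the drug effect in mutants and from -0.0013 to 0.0462 for treated mutants against vehicle wild types.

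The Kmt2d difference for the drug effect in mutants ranged from -0.082 to 0.24 without 1 library. The other 4 Kmt2d differences kept their sign: -0.39 to -0.17, 0.04 to 0.17, -0.44 to -0.11 and -0.33 to -0.0076. Under 3 other settings all 5 kept their sign, and the largest shifts came with the highest transcript only, to -0.458 for the genotype effect under vehicle and 0.329 for the drug effect in mutants. The number of assembled transcripts reversed with multi-exon transcripts only to -158 for the genotype effect under vehicle and -825 for the genotype effect under TAK-418. Without 1 library these differences ranged from -1047 to 1585 and from 1213 to 4850, that for the drug effect in wild types from -2210 to 1454, that for the drug effect in mutants from 1242 to 2571, and that against vehicle wild types from 974 to 3606. The lowest value for the drug effect in wild types came without replicate 1, the deepest library.

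The rescue correlation ranged from -0.758 to -0.461 under 7 other settings and from -0.612 to -0.400 without 1 library. The -0.758 was over the 901 genes with an unadjusted p under 0.05 under vehicle, with a permutation p of 0.05, the smallest that 20 assignments can give. Those genes were chosen with the real labels of the shared mutant vehicle libraries, which favours the real assignment. Group sizes alone move it, since with no effect -0.600 is expected without a mutant vehicle library and -0.447 without a wild-type vehicle or mutant TAK-418 library. The correlation of the genotype effects ranged from 0.0278 to 0.105 without 1 library. It was 0.166 (permutation p of 0.04) over genes with an unadjusted p under 0.05 under vehicle and -0.0275 with the authors' deposited log2 fold changes. Camera with its preset correlation gave 12 list calls, and fry without 1 library gave from 0 to 6. In the authors' deposited tables a q-value of 0.01 left 0 loci in the first 3 comparisons (1423, 1527 and 1337 unadjusted). The smallest q-values there were 0.0270, 0.0185 and 0.0240, set by the smallest p of 5e-05, so that threshold could call no locus. In the authors' deposited table of the vehicle groups, 44 loci were called at or above the median value and 29 with q recomputed over loci with a symbol.

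No paired analysis was possible because the labels give no replicate numbers that link mice across groups. A count model (DESeq2) was not run because the files hold no counts. Transcripts at or above the median value of their library were not compared, since that number is fixed at 50% of the total.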

Other observations

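The tests of choroid plexus tissue and of TAK-418 on these genes, of choroid plexus in the authors' calls, of the intergenic transcripts, of Gapdh, of genotype for Lars2 and Rn7sk and of the loci shared between tables were chosen only after the results were seen.

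The numbers of called genes were compared with other splits of the same libraries. As many genes were called in 10 of the 10 splits for the genotype effect under vehicle, in 5 of the 10 splits for the drug effect in mutants and in 7 of the 10 splits for treated mutants against vehicle wild types. With 10 splits the share cannot fall below 0.1. As many were called in 56 of the 56 splits for the drug effect in wild types and in 29 of the 56 splits for the genotype effect under TAK-418. For the genotype effect under vehicle and the drug effect in wild types the observed count is 0, which every split reaches, so those shares carry no information. By the number of genes with an unadjusted p under 0.05, as many were reached in 6 of the 10 and 3 of the 56 splits for these contrasts. For the drug effect in wild types that is 1394 genes, in a range of 414 to 1537 over the splits. For the rescue correlation, 16 of the 20 assignments of the drug labels were as negative. For the genotype effects correlation, 7 of the 100 label draws lay as far from 0.

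The transcript of Tspan7 with the highest abundance had 7 exons and 2009 to 2030 bp in the 3 treated mutants, and 8 exons and 1619 to 1670 bp in the other 11 libraries. Assembled length as the explanation of its lower value was predicted to leave under 50% of the fold in length-multiplied values, and it left -3.00%. For Gapdh the values ranged 2.25-fold between libraries and 1.12-fold in length-multiplied values, and the transcript with the highest abundance was 2551 to 2620 bp in 5 libraries and 1152 to 1228 bp in 9. Nrgn went from 6.72-fold to 1.44-fold. For these genes the assembled length is a candidate explanation of the differences. Length-multiplied values did not reduce the spread in general, as the median SD was 0.128 against 0.133 but the 95th percentile 0.708 against 0.498. No biological change of transcript ends was tested.

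Choroid plexus tissue carried along in the dissection may explain the high choroid plexus genes of mutant vehicle replicate 1 and wild-type vehicle replicate 3. Of the 18 list members, 8 had a value in all 14 libraries, so the other libraries express part of the list too. All 18 had these libraries at the top, with Ttr at 4928 and 6396, where members with independent causes would have had different libraries there. A lowering of these genes by TAK-418 would leave the other vehicle libraries high as well. Of these 4, only 1 had a list score above every treated library (0.486 in mutant vehicle replicate 3, against -0.520 to 0.161). Wild-type vehicle replicates 1 and 2 and mutant vehicle replicate 2, at -0.537, -0.675 and -0.497, lay within or below the treated range. These scores argue against TAK-418 as the source of the high libraries, while a smaller drug effect cannot be told apart. In the authors' deposited table of vehicle mutants against treated wild types, the called genes higher in mutants kept a median of 26.1% of their fold without mutant vehicle replicate 1 (82 genes). In the authors' deposited table of treated mutants against vehicle wild types, the called genes lower in mutants kept -22.1% without wild-type vehicle replicate 3 (35 genes). Only 12 and 11 of these genes were members of the choroid plexus list. The called genes outside the list kept a median of 25.7% (70 genes) and 0.0% (24 genes), so the loss was not confined to list members. The authors' calls were made with these libraries included, so genes selected by them lose fold without the library for any cause. Genes that were not called are no control for that selection, so choroid plexus tissue as the source of the authors' calls cannot be told apart from other causes.

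The loci called in both genotype comparisons of the authors' deposited tables were proposed to come from 1 library in each mutant group with more RNA without poly(A) tails. This required the matched genes to have mutant vehicle replicate 1 and mutant TAK-418 replicate 2 as the highest mutant libraries. It held for 5 of 7 genes (Lars2, Rn7sk, Rnu1a1, Rnu2-10 and Gm25360) and failed for Dlx6os1 and Jarid2, so the explanation was not met for the matched set as a whole. The rule took every matched gene, whether or not its RNA has a poly(A) tail. These failures therefore do not decide the question for the small RNA genes. Rn7sk was at 24.7 and 15.3 in these libraries and at 1.07 in the next. Lars2 was at 4476 and 3169 in these libraries and at 258 in the next. A separate test on 7 genes picked for RNA without poly(A) tails, none of them in the matched set, was void, with 0 genes in enough libraries to be tested. Rn7s1 and Rn7s2 were at 2169 and 4438 in mutant vehicle replicate 1. No transcript of them was assembled in mutant TAK-418 replicate 2, which does not show that their level was low there. These genes therefore do not decide the question for that library. Genotype alone did not account for the high Lars2 and Rn7sk values of mutant vehicle replicate 1 and mutant TAK-418 replicate 2, since 0 of the 4 other mutant libraries lay above every wild-type library for both genes. The other mutants were at 154 to 258 for Lars2, against 5.53 to 207 in wild types, and at 0.458 to 0.767 for Rn7sk, against 0 to 1.07. A smaller genotype difference in Lars2 was not tested.

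Intergenic single-exon transcripts made up 1.03% to 11.01% of all transcripts. Depth did not account for this, since wild-type TAK-418 replicate 2 and wild-type vehicle replicate 2, at 52.7 and 49.8 M, differed by 9.27 percentage points. Genotype did not account for it either. All 5 treated wild types lay below all treated mutants (exact permutation p of 0.0357, adjusted 0.179), but only 1 of the 3 vehicle wild types lay below all vehicle mutants. Genomic DNA in the libraries predicts a lower density on X against autosomes in libraries with Y-linked transcripts, and 6 of the 8 lay below the lowest library with Xist. The exceptions were mutant TAK-418 replicate 1 at 0.891 and wild-type TAK-418 replicate 1 at 1.52, so genomic DNA and transcription cannot be told apart here.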
